# Geobacter sulfurreducens’ Unique Metabolism Results in Cells with a High Iron and Lipid Content

**DOI:** 10.1128/spectrum.02593-22

**Published:** 2022-10-27

**Authors:** Ethan Howley, Dongwon Ki, Rosa Krajmalnik-Brown, César I. Torres

**Keywords:** *Geobacter sulfurreducens*, cell composition, iron reduction, metalloproteins

## Abstract

Geobacter sulfurreducens is a ubiquitous iron-reducing bacterium in soils, and in engineered systems, it can respire an electrode to produce measurable electric current. Its unique metabolism, heavily dependent on an extensive network of cytochromes, requires a unique cell composition. In this work, we used metallomics, cell fraction and elemental analyses, and transcriptomics to study and analyze the cell composition of G. sulfurreducens. Elemental composition studies (C, H, O, N, and ash content) showed high C:O and H:O ratios of approximately 1.7:1 and 0.25:1, indicative of more reduced cell composition that is consistent with high lipid content. Our study shows that G. sulfurreducens cells have a large amount of iron (2 ± 0.2 μg/g dry weight) and lipids (32 ± 0.5% dry weight/dry weight) and that this composition does not change whether the cells are grown with a soluble or an insoluble electron acceptor. The high iron concentration, higher than similar microorganisms, is attributed to the production of cytochromes that are abundant in transcriptomic analyses in both solid and soluble electron acceptor growth. The unique cell composition of G. sulfurreducens must be considered when growing this microorganism for lab studies and commercial applications.

**IMPORTANCE** Geobacter sulfurreducens is an electroactive microorganism. In nature, it grows on metallic minerals by transferring electrons to them, effectively “breathing” metals. In a manmade system, it respires an electrode to produce an electric current. It has become a model organism for the study of electroactive organisms. There are potential biotechnological applications of an organism that can bridge the gap between biology and electrical signal and, as a ubiquitous iron reducer in soils around the world, G. sulfurreducens has an impact on the global iron cycle. We measured the concentrations of metals, macromolecules, and basic elements in G. sulfurreducens to define this organism’s composition. We also used gene expression data to discuss which proteins those metals could be associated with. We found that G. sulfurreducens has a large amount of lipid and iron compared to other bacteria—these observations are important for future microbiologists and biotechnologists working with the organism.

## INTRODUCTION

Anode-respiring electroactive bacteria, such as Geobacter sulfurreducens, have been studied for almost 2 decades for their capability to produce electrical current from metabolic respiration of organic compounds while in multilayered biofilms (1–3). A unique feature of these biofilms is the extracellular matrix that allows the transport of electrons over tens of micrometers (4–6). As part of this extracellular matrix, several components have been proposed to be crucial in achieving extracellular electron transport (EET). The transport of electrons starts at the inner membrane and travels across the periplasm and outer membrane before it reaches the extracellular environment. Cytochromes at these locations are known to play an important role in delivering electrons outside the cell (7–10). Microbial nanowires, now also identified as cytochrome polymers (4, 6), are the main path by which electrons are thought to be conducted in the extracellular environment, reaching a solid electron acceptor. Extracellular polymeric substances have also been proposed to play a role in EET in G. sulfurreducens (3, 11). On the other hand, Shewanella oneidensis MR-1 has been shown to produce outer membrane and periplasmic extensions, which are lipid bilayers and contain extracellular cytochromes (12, 13). In both cases, it is clear that the EET mechanism creates an extra metabolic burden to electroactive organisms and that it can alter their cell composition and nutrient requirements compared to microorganisms performing respiration of soluble electron acceptors. These nutrient requirements, however, have not been assessed in a systematic way.

Transcriptomic and proteomic studies in G. sulfurreducens have highlighted the importance of respiratory and EET proteins for their growth on anodes and metal oxides. Extracellular and outer membrane proteins, including pili, outer membrane channels, and c-type membrane cytochromes, are essential to the metabolism of G. sulfurreducens (9, 14–26). The high abundance of these proteins and other possible extracellular components may result in unique cellular composition. For example, each cytochrome contains one or more iron-containing heme complexes that can influence the iron content of the cell. An analysis of cell composition can provide insights into the composition of the extracellular matrix and EET-related components.

Several studies have provided insights into the cellular composition of G. sulfurreducens. For example, the lipid fraction of Geobacter sulfurreducens was reported as 15% wt/wt by Mahadevan et al. (27), where an additional 4% lipopolysaccharides fraction was assumed. In comparison, the lipid in Escherichia coli has been reported to be 9.1% weight (28) while cyanobacterium *Synechocystis* sp. PCC6803, known to produce thylakoid membranes, has been reported to be as high as 14% weight (29) and the lipid-rich microalgae *Schizochytrium* sp. can contain up to 30% lipid (30). The high lipid content of G. sulfurreducens has potential implications for biotechnology applications.

To our knowledge, few studies have performed a metallomic analysis in G. sulfurreducens, and the existing literature has conflicting results. Previous research has shown that G. sulfurreducens, when grown on fumarate as an electron acceptor, has similar metal content to that of E. coli. On the other hand, the closely related organism Geobacter metallireducens grown on iron citrate showed an order of magnitude higher iron content; however, the possible formation of inorganic precipitates was reported to be a possible hindrance to the measurement (31). Another study found that G. sulfurreducens had a per-cell iron content an order of magnitude higher than E. coli and that limiting growth medium iron content inhibited EET in G. sulfurreducens (15).

In this study, we hypothesized that G. sulfurreducens has a significantly different cellular composition compared to other cells performing soluble respiratory metabolisms. The differences that stem out of the EET requirements can help explain how EET develops. Understanding these characteristics can lead to better growth and maintenance of these microorganisms in laboratory and applied systems. We performed a metallomic analysis on G. sulfurreducens grown on an anode versus fumarate as electron acceptors and compared it to E. coli K-12. The use of an anode allows us to study EET and eliminates the interference of possible iron oxides reported by Budhraja et al. (31). We also performed an elemental analysis (C, H, O, N, and ash content) and a fraction analysis (protein, carbohydrates, and proteins) to obtain a comprehensive cell composition and determine if the previously observed lipid fractions measured in fumarate samples are also observed during anodic respiration. The results are complemented with a transcriptomic analysis of G. sulfurreducens grown under similar conditions.

## RESULTS AND DISCUSSION

### Elemental analysis.

We analyzed the trace metals and macronutrients of dried G. sulfurreducens and E. coli grown in the lab with different environments (Table S3 in the supplemental material; Table 1; Fig. 1). We found significant differences between the two species in the mass fraction of several trace metals (Fig. 1; Table S3; Fig. S1). Media compositions were different in each growth condition, matching each organism’s requirements (Table S2). There were a few differences between anode-grown and fumarate-grown G. sulfurreducens. Significant differences in Mn and Fe content were observed in E. coli that were growing in M9 medium versus *Geobacter* medium. Given the low abundance of nutrients in M9’s minimal medium, significant increases in Cu, Fe, Mn, and Se were observed when E. coli was grown in *Geobacter* medium. We use the latter condition as a point of reference when comparing G. sulfurreducens and E. coli.

**FIG 1:**
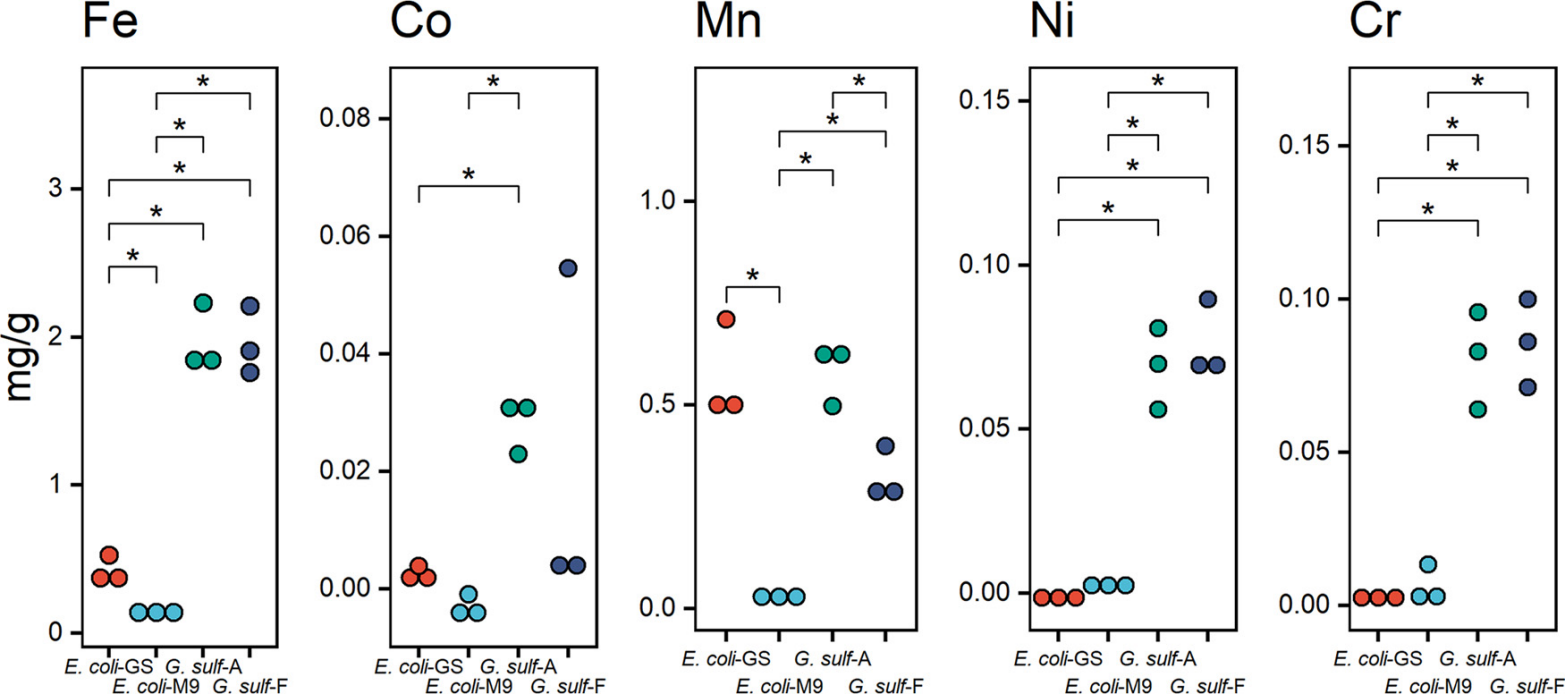
Relevant differences in metal concentrations between E. coli-GS (Geobacter medium), E. coli-M9 (M9 medium), *G. sulf*-A (biofilm grown on an electrode), and *G. sulf*-F (planktonic cells using fumarate as the electron acceptor). See Fig. S1 for more comparisons. *, *P* < 0.05, pairwise *t* test with multiple comparison correction performed with the Benjamini-Hochberg method. We chose to omit alkali metals from this figure, but lithium did have significant differences as well (Table S1).

**TABLE 1:** Cell compositions of G. sulfurreducens and E. coli in different growth conditions^*a*^

Growth condition	*G. sulf.* electrode	*G. sulf.* fumarate	E. coli M9 medium
Proteins (mg body surface area/g dry weight)	215 (±7)	262 (±56)	284 (±15)
Crude lipids (mg/g dry weight)	323 (±45)	321 (±35)	243 (±36)
Carbohydrates (mg glucose/g dry weight)	193 (±11)	87 (±24)	68 (±19)
Elements			
C (%)	47.0 (±1.1)	46.8 (±1.8)	46.9 (±0.7)
H (%)	7.2 (±0.6)	7.4 (±0.1)	7.4 (±1.0)
N (%)	9.5 (±0.2)	8.3 (±0.3)	12.5 (±0.0)
O (%)	26.4 (±3.3)	28.6 (±3.9)	24.8 (±2.0)
Ash (%)	9.9 (±3.0)	9.0 (±3.3)	8.4 (±1.3)

a Error is the sample standard deviation.

Several metals were present at higher concentrations in anode- and fumarate-grown G. sulfurreducens compared to E. coli, but only a subset of them had statistically significant differences between the organisms (Table S3; Fig. 1).

### Metals used as cofactors.

Fe is a required trace metal for cellular respiration in many organisms as the cofactor in cytochromes. In both growth conditions for G. sulfurreducens, Fe was much higher than in E. coli, which suggests a much higher abundance of Fe-containing metalloproteins and other iron-containing biomolecules (Fig. 1).

In previous studies, listed in Table 2, anaerobic bacteria are reported to have more iron per cell biomass than aerobic bacteria. Phototrophic bacteria (*Rhodospirillum*, *Rhodopseudomonas*, *Chromatium*) and facultative bacteria (Escherichia, Enterobacter) have 150 to 500 μg/g dry weight Fe. Desulfovibrio vulgaris, an anaerobic Deltaproteobacterium like G. sulfurreducens, has over 900 μg/g dry weight. Not included in our analysis are iron-oxidizing bacteria, whose Fe precipitates can lead to Fe concentrations over 2% by dry mass (32). To our knowledge, G. sulfurreducens has the highest Fe content among bacteria studied, with almost twice the content of *D. vulgaris*. This is consistent with their production of heme-containing cytochromes in much higher abundance than other microorganisms, leading to not only cytoplasmic and membrane metalloproteins but also an extensive abundance of extracellular cytochromes. Growing G. sulfurreducens on the anode versus fumarate did not change the total Fe amount, suggesting a similar abundance of Fe metalloproteins. OmcS nanowires have been isolated from fumarate culture (6), indicating that G. sulfurreducens does not necessarily downregulate its EET metabolism when it is not needed. 

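RNA of G. sulfurreducens PCA, a bacterium that can pass respiratory electrons to an electrode outside the cell, was sequenced from the anode biofilms and the planktonic fumarate cells, with 3 libraries in each group. The anode biofilms grew with acetate as electron donor on graphite electrodes that the sample labels place at -0.01 V versus the standard hydrogen electrode and the paper at -0.28 V versus Ag/AgCl. The planktonic cells grew for 7 days in anaerobic tubes with acetate and fumarate, so the vessel differed between the groups as well as the electron acceptor. The paper describes these cultures as biological triplicates, and p-values below measure the spread between them.
The submitters' processing notes name CASAVA, Trimmomatic, Bowtie2, SAMtools and DESeq2 without versions, and the paper names the RefSeq assembly of the strain as the reference. The authors deposited whole-number read counts per gene that had not been normalized. Of 3443 features in the table, 53 are rRNA or tRNA genes and were left out of library sizes and tests, which left 3390 genes. Total counts per library ranged from 1512641 to 1968847 (median 1841433) in planktonic cells and from 1470471 to 1917728 (median 1661769) in the anode biofilm. Ribosomal and transfer RNA took between 33.1% and 71.6% of the counts in planktonic libraries and between 27.9% and 47.2% in anode biofilm libraries. The counts left for other genes ranged from 522783 to 1161595 (median 1011893) and from 776964 to 1312067 (median 1197419), respectively.
Counts were scaled by TMM and tested with edgeR's quasi-likelihood test on these 6 libraries. The test covered 3293 genes that passed edgeR's filter on low counts. A gene was called differentially expressed at the thresholds of the paper, an absolute log2 fold change of at least 1.5 and an adjusted p below 0.05 (Benjamini-Hochberg). Fold changes are given as anode biofilm over planktonic cells. Counts were simulated for 3293 genes with the means and depths of these libraries, and 3272 of them passed the filter and were tested. Of the 50 genes changed by 1.5 on the log2 scale, 92% reached the adjusted p threshold, and 0.391% of unchanged genes did. The labels place the first 12 of the 21 libraries of the series and the other 9 on separate sequencing runs. From the numbers of library titles of each style, the planktonic libraries were taken to be on the first run and these anode biofilm libraries on the second. Sequencing run and growth condition therefore cannot be told apart within this comparison.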

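OmcB and OmcC, outer membrane multiheme cytochromes that carry electrons to the cell surface, were abundant transcripts in both growth conditions. As CPM after TMM scaling, omcB (GSU2737) stood at 6579 ± 610.2 (SD, n = 3) in the anode biofilm and 3686 ± 436 (SD, n = 3) in planktonic cells, ranks 12 and 28 of the genes tested. omcC (GSU2731), a close paralog of omcB that may share reads with it, stood at 4437 ± 1991 and 2887 ± 419 CPM, ranks 23 and 37. omcS (GSU2504), which encodes the subunit of an extracellular cytochrome filament, stood at 1848 ± 1663 CPM (rank 76) in the anode biofilm and 3558 ± 1437 CPM (rank 30) in planktonic cells. GSU1496, listed in advance as the pilin PilA although the annotation used does not carry that name, stood at 1503 ± 57.0 and 2219.9 ± 471 CPM, ranks 103 and 55.
A list of 17 cytochromes, porins and multicopper proteins of extracellular electron transport was made before the data were examined but after the paper's figures had been read. Of these, 7 were among the 100 most abundant genes in the anode biofilm and 9 in planktonic cells, where 0.516 would follow from the size of the list. Size alone makes no allowance for how the genes were chosen. After division by gene length the numbers were 6 and 4, so the order of the growth conditions depends on that choice. Of the 17, 3 were higher in the anode biofilm, 2 were lower and 12 did not pass both thresholds (3 higher and 2 lower when adjusted over the list alone). Some of the 12 missed only the fold threshold, such as omcB (log2 fold change 0.84, adjusted p = 0.00553 from edgeR) and ompB (-1.42, adjusted p = 0.00148 from edgeR). omcE (GSU0618), an outer surface cytochrome, was higher at 1729.5 ± 631 against 570.2 ± 198 CPM (log2 fold change 1.60, standard error 0.32, adjusted p = 0.00224 from edgeR). Its fold change was 1.49 without planktonic replicate 1, 1.42 without planktonic replicate 2 and 1.28 without anode biofilm replicate 2, each under the fold threshold. omcT (GSU2503), the neighbouring paralog of omcS with which it may share reads, was lower at 308 ± 296 against 1029 ± 399 CPM (log2 fold change -1.75, standard error 0.65, adjusted p = 0.0464 from edgeR). The call on omcT was lost without each planktonic replicate and without anode biofilm replicates 2 and 3, with fold changes of -1.53, -1.65, -2.04, -1.26 and -1.55 in that order. omcS did not pass the test (log2 fold change -0.95, standard error 0.62, adjusted p = 0.226 from edgeR), but without anode biofilm replicate 1 its fold change was -1.87 (adjusted p = 0.0190 from edgeR), and the number of lower genes on the list was 4. That number was 1 without each of the other libraries except planktonic replicate 3.

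**Figure D1:**
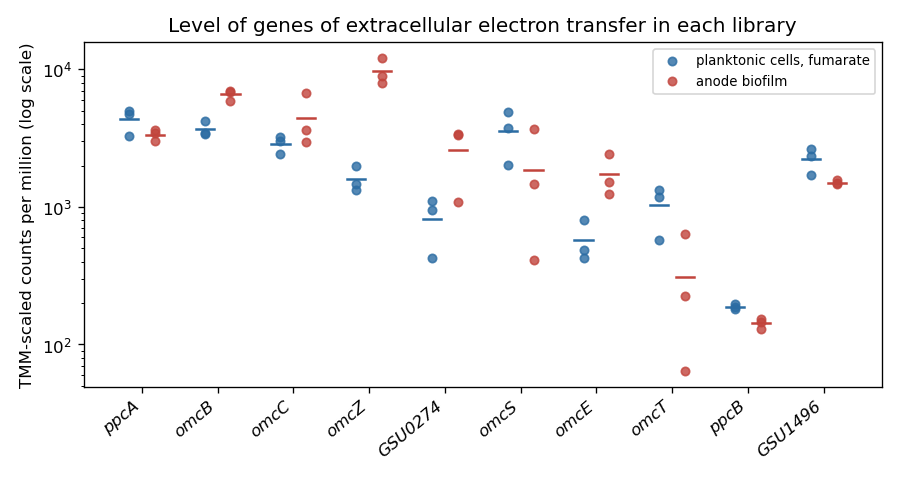
CPM after TMM scaling (vertical axis, log scale) of 10 genes of extracellular electron transport in the 3 planktonic and 3 anode biofilm libraries. Each dot is a library and each horizontal line a group mean. The anode biofilm libraries of omcZ all lie above the planktonic libraries, while those of omcS and omcT are spread widely.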

Our gene expression data also show a high expression of cytochromes associated with EET in fumarate and anode biofilm culture (Fig. 2).

**FIG 2:**
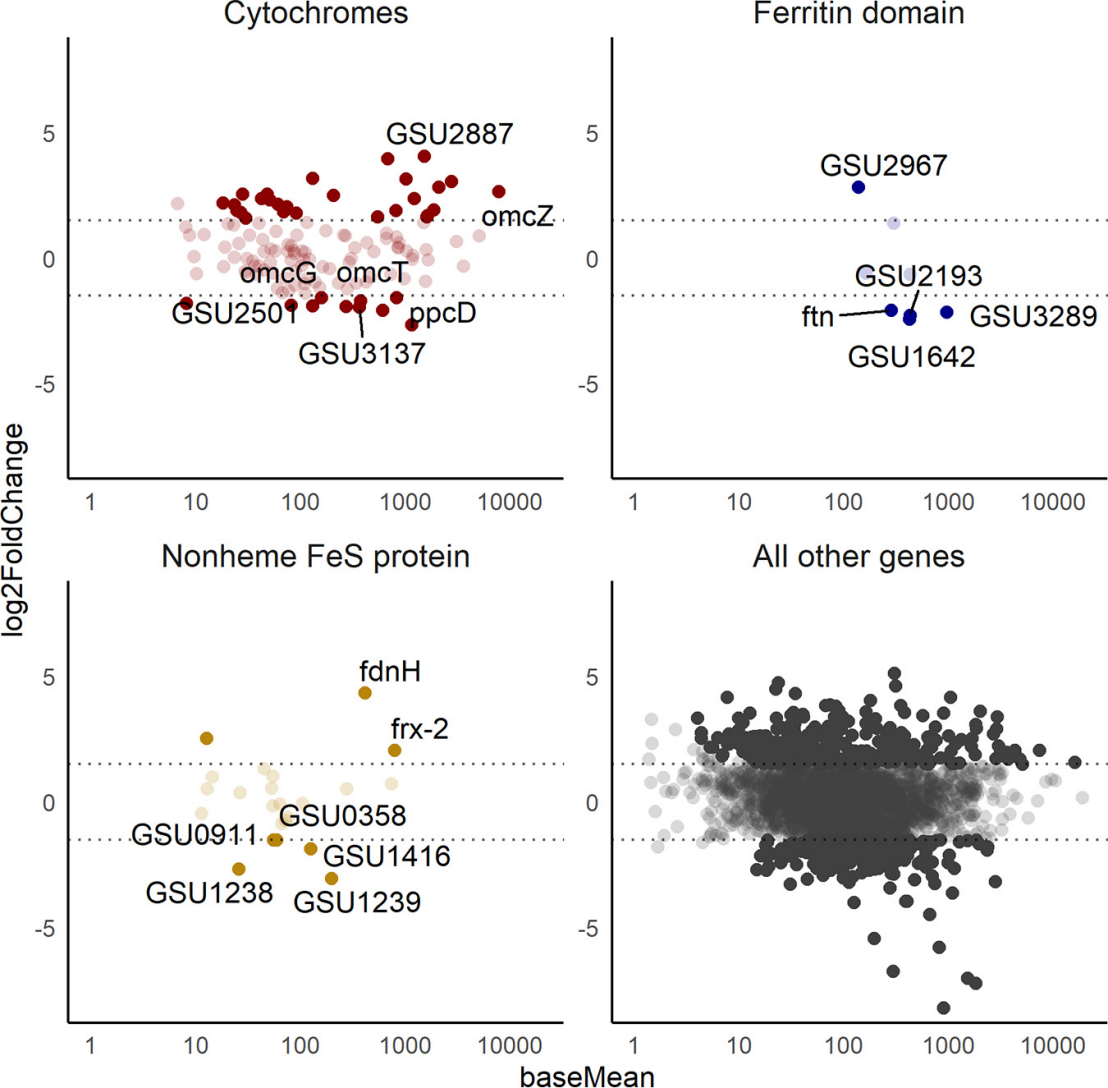
MA plots of mRNA gene expression data comparing planktonic cells and anode biofilms. Positive log_2_ fold change indicates higher expression in the anode biofilm condition. Solid points indicate a log_2_ fold change >1.5 and an adjusted *P* value of <0.05.

**TABLE 2:** Amount of iron in different prokaryotic species

Bacterial species	Iron (μg Fe/g dry weight)	References
Rhodospirillum rubrum	Light: 202 (±13) Dark: 198 (±10)	
Rhodopseudomonas spheroides	Light: 163 (±21) Dark: 230 (±24)	Kassner and Kamen (61)^*a*^
*Chromatium*	Light: 456 (±76)	
Desulfovibrio vulgaris	952	Lancaster et al. (62)^*b*^
Enterobacter cloacae	154	Lancaster et al. (62)^*b*^
Escherichia coli	223	Hartmann and Braun (63)
	280	Abdul-Tehrani et al. (64)
	300	Abdul-Tehrani et al. (64)
Micrococcus roseus	200	Rouf (32)
Bacillus cercus	300~400	Rouf (32)
Psudomonas aeruginosa	0.1	Ma et al. (65)
Shewanella oneidensis	147^*c*^	Daly et al. (66)
Escherichia coli	G medium: 430 (±90) M9 medium: 130 (±50)	This study
Geobacter sulfurreducens	Electrode: 1,970 (±226) Fumarate: 1,960 (±229)	

a Photosynthetic bacteria were grown in different growth conditions with and without light exposure.

b Iron in *D. vulgaris* and E. cloacae were estimated with the measured iron per total protein of the cells; we used a conversion factor of 0.55 to convert from protein to volatile solids (28).

c S. oneidensis iron content was converted from nmol Fe/mg protein to μg Fe/g dry weight using 52.8% protein content as measured previously (67).

Fe may be a limiting trace mineral in commonly used G. sulfurreducens media. Estevez-Canales et al. (15) found that a medium concentration of 2 μM Fe limits biomass culture in a chemostat growing G. sulfurreducens led to a culture with 1.9 × 10^−6 ^ng of Fe per cell. If we assume the average cell dry weight of G. sulfurreducens is between 0.1 and 1 pg, as has been shown in E. coli (33), our results would give an iron content of 2 × 10^−7 ^ng to 2 × 10^−6 ^ng Fe per cell in G. sulfurreducens.

Nickel, cobalt, and chrome content were significantly higher in both G. sulfurreducens conditions relative to E. coli (Table S3; Fig. 1). Nickel is a cofactor in Ni-Fe hydrogenases, and the genome of G. sulfurreducens encodes several (34, 35). G. sulfurreducens is able to assimilate cobalt through its cobamide-synthesis pathways (36), but it may also be precipitated on the cell surface as a defense mechanism against cobalt toxicity (37).

### Precipitating metals.

There are some metals that may be overrepresented in our G. sulfurreducens samples due to precipitation. G. sulfurreducens requires at least two multicopper proteins, OmpC and OmpB, to respire Fe (III) oxide (38), and while these and other metalloproteins are a likely reservoir of Cu in our samples, G. sulfurreducens is capable of reducing Cu(II) to Cu_2_S nanoparticles that associate with cells (39). This phenomenon makes it difficult to estimate how much copper was required for metalloproteins and how much may have been trapped as inorganic precipitates. G. sulfurreducens can also immobilize copper through dissimilatory reduction (40). In our data, the G. sulfurreducens samples were enriched in Cr compared to E. coli (Fig. 1), while differences in Cu were not statistically significant. Manganese was significantly lower in the E. coli grown with M9 medium compared to all other conditions, including E. coli grown with the G. sulfurreducens medium recipe because M9 medium does not contain manganese (Fig. 1; Table S2).

Based on the metal content of the G. sulfurreducens cells collected, we can estimate a maximum cell density from the available mineral content in the common *Geobacter* medium (ATCC 1957). Table S4 shows the estimated growth cell assuming cells require the observed metal concentrations and only have the medium as a source. As expected, Fe is the most limiting metal in the medium, allowing for only 0.10 g cells/L. Cu and Zn are also close to this limitation and could lead to a multinutrient limitation when growing G. sulfurreducens at ~0.1 g/L. This nutrient limitation can either limit cell density in cell suspensions or limit current generation in microbial electrochemical technologies when operated in batch mode. Assuming a current production of ~0.28 A/g protein (17) or 0.6 A/g cell (based on Table 1), 1 L of *Geobacter* medium can support enough G. sulfurreducens cells to produce 60 mA, an amount of current that is enough for most experimental setups but might be limiting in electrochemical cells with a high specific surface area.

### Cell composition of G. sulfurreducens is different from an average bacterium.

We also studied the cell composition and elemental analysis (C, H, O, N, and ash) of G. sulfurreducens. Interestingly, the G. sulfurreducens cell showed a high abundance of lipids in both growth conditions (Table 1). The values of ~32% lipid content were much higher than previously reported and similar to lipid-accumulating algal cultures (41–43). We do not know the reason why G. sulfurreducens requires such a high lipid content. Their smaller diameter (~0.5 μm) and distinct morphology (44) compared to other rod-shaped bacteria certainly plays a role in the increased lipid content. Shewanella oneidensis, another electrogenic organism, is known to produce outer membrane extensions for electron transfer (13). While it is likely that our analysis captured some extracellular polymeric substances, the extracellular matrix of G. sulfurreducens has not been found to have a significant lipid component (45). Most microorganisms exhibiting this high lipid fraction have either lipid accumulation, as in the case of certain algal species (41–43), or have internal lipid structures that increase its relative fraction, as in the case of thylakoid membranes and intracytoplasmic membranes (46–48). Our method for lipid quantification would likely collect other nonpolar compounds like polyhydroxyalkanoates if they were present in the biofilm, and while G. sulfurreducens has not been shown to produce this type of carbon storage polymer, biofilms enriched in other *Geobacter* species do use some uncharacterized carbon storage mechanism (49). We anticipate that future studies may add context to the data we present. The lipid fraction in E. coli was lower than G. sulfurreducens and higher than has been previously reported at 24.3 ± 3.6%. However, there is a high variance in reported E. coli lipid content with values ranging from 9% to 19% by dry weight (50, 51).

Because of the higher lipid content, G. sulfurreducens cells show a significantly lower protein content compared to other microorganisms (~22 to 26%; Table 1). Fumarate-grown cells had a larger protein fraction than anode-grown cells. On the other hand, total carbohydrates were approximately two times higher in the anode-grown cell; exopolysaccharide excreted from G. sulfurreducens to form a biofilm on the electrode probably increases the carbohydrate content in this growth condition.

Our elemental analysis of G. sulfurreducens cells is consistent with the low protein, high lipid content measured. Following equation 1, empirical cell biomass formulas of G. sulfurreducens, normalized to N, were calculated as C_5.77_H_10.61_O_2.43_N for electrode-grown and C_6.58_H_12.48_O_3.02_N for fumarate-grown cells. Compared with general formulas for bacterial biomass, such as C_5_H_7_O_2_N (52), G. sulfurreducens has a higher C:N ratio typical of low protein content. It also has a higher hydrogen content, due to the higher lipid content that has approximately a 1:2 for fumarate-grown cells.

We compared our cellular composition of G. sulfurreducens to that reported in Mahadevan et al. (27). The main difference between the fraction distributions reported here and those reported in Mahadevan et al. is the higher lipid content at the expense of lower protein content. We do not know the reason for the discrepancy, but in both cases the lipid content is significantly higher than E. coli and other bacterial cells.

### Iron-containing genes are highly expressed.

Our analysis identified 434 genes that were differentially expressed between the anode biofilm samples and the planktonic fumarate cells out of 3,434 annotated genes detected at quantifiable levels. 

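kdpB (GSU2481) and kdpA (GSU2480), subunits of the high-affinity potassium-transporting ATPase, fell to 88.2 ± 19.7 and 84.7 ± 25.3 CPM in the anode biofilm from 13555 ± 2020.3 and 11381 ± 2372 CPM in planktonic cells (n = 3), where they ranked 2 and 3. Their log2 fold changes were -7.27 (standard error 0.30, adjusted p = 5.33e-07 from edgeR) and -7.08 (standard error 0.33, adjusted p = 9.65e-07). The neighbouring genes kdpC, kdpD and kdpE, the last 2 of which encode the sensor kinase and response regulator of the same system, had log2 fold changes of -6.78, -5.83 and -5.49. GSU2478, a hypothetical protein gene of the same neighbourhood, had the largest change at -8.27, and GSU2485, a KUP family potassium transporter, was lower by a log2 fold change of -3.99. GSU2408, a small heat shock protein of the Hsp20 family, fell by 4.52 on the log2 scale.
In the other direction, fdnH (GSU0778), the iron-sulfur subunit of formate dehydrogenase, stood at 986 ± 242 CPM in the anode biofilm and 49.9 ± 3.61 CPM in planktonic cells (log2 fold change 4.29, standard error 0.25, adjusted p = 3.68e-06 from edgeR). Against the same planktonic libraries within the first run, fdnH changed less, by a log2 fold change of 1.80 (standard error 0.39, adjusted p = 0.00405 from edgeR) in acetate anode biofilms at -0.17 V and 1.22 (standard error 0.38, adjusted p = 0.0219 from edgeR), under the fold threshold, at -0.07 V. GSU1442, a carbonic anhydrase, was higher by 4.12 and tssD (GSU3174), the tube protein of a type VI secretion system, by 3.98 on the log2 scale. mtd (GSU3125), an alcohol dehydrogenase, and its neighbour GSU3126, an aldo/keto reductase, had log2 fold changes of 5.08 and 4.55 but a wide spread in the anode biofilm, at 601 ± 452 and 547 ± 379 CPM.
Of the 3293 genes tested, 598 (18.2%) passed both thresholds, and 1888 had an unadjusted p below 0.05. In 1971 genes (59.9%) all 3 libraries of one group lay above all 3 of the other, where chance gives 10%, and 586 of the 598 called genes were among them. With edgeR's glmTreat, which asks whether a fold change exceeds the threshold rather than only passing it, 181 genes were called. DESeq2 on the same 6 libraries called 618 genes, of which 588 were among the 598.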

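Genes of acetate oxidation and of electron entry into the respiratory chain were among those higher in the anode biofilm. As lists, citric acid cycle, formate dehydrogenase, hydrogenase and NADH dehydrogenase genes passed limma's camera test with a preset correlation but not with an estimated one. Of 27 genes of the citric acid cycle and acetate activation, 10 were higher, 2 were lower and 15 did not pass both thresholds. gltA (GSU1106), citrate synthase, stood at 16049.8 ± 4176 CPM in the anode biofilm and 3973 ± 872 CPM in planktonic cells (n = 3), a log2 fold change of 2.01 (standard error 0.26, adjusted p = 0.000208 from edgeR). ato-2 (GSU0174), annotated as an acetyl-CoA hydrolase, had a log2 fold change of 3.49 and icd (GSU1465), isocitrate dehydrogenase, of 1.66. The aconitase genes went apart, with acnB (GSU1660) at 1.82 and acnA (GSU0846) at -2.65. All 4 formate dehydrogenase genes were higher, among them the catalytic subunit fdnG (GSU0777) at 3.35 (1.96 and 1.57 in acetate anode biofilms of the first run at -0.17 V and -0.07 V). Of 29 hydrogenase genes, 9 were higher and 1 was lower, with log2 fold changes of 2.87 for the small subunit hybS (GSU0782), 2.50 for hybA (GSU0783), which encodes an electron-transferring partner protein, and -1.56 for hoxE, a subunit of a bidirectional hydrogenase, whose fold change was -1.46 without anode biofilm replicate 1 and -1.49 without anode biofilm replicate 3. Of 22 genes of NADH dehydrogenase 4 were higher, including nuoA-1 at 2.25 and nuoB at 2.14. Of 5 genes of fumarate uptake, fumarate reductase and fumarase 3 were higher: frdC at 2.32, frdA at 2.02 and fumB at 2.26. At an unadjusted p below 0.05 in edgeR, 4 of the 5 were higher and 1 was lower. The list follows annotated names, and RNA levels do not show in which direction the reductase and fumarase reactions ran. The uptake gene dcuB stood lower, at 2170 ± 244 CPM in the anode biofilm against 4147 ± 724 CPM in planktonic cells (n = 3, on a scale fitted over all 21 libraries). Of 55 ribosomal protein genes 1 was higher, GSU2603 (log2 fold change 1.69), annotated as 30S ribosomal protein S1.
Genes of chaperones and oxygen defence were among those that were lower, and these lists too passed camera with the preset correlation only. Of 34 chaperone and stress protein genes, 10 were lower and 1 was higher. clpB (GSU0658), a disaggregating chaperone, stood at 496 ± 36.9 CPM in the anode biofilm and 2700.3 ± 150.1 CPM in planktonic cells, and the Hsp20 gene GSU2409 and the universal stress protein gene usp-2 had log2 fold changes of -2.95 and -2.47. Of 23 genes of oxygen and peroxide defence 7 were lower and 0 were higher (in edgeR, 12 lower and 1 higher at an unadjusted p below 0.05; DESeq2 called 7 lower and 0 higher), with sodA (GSU1158), superoxide dismutase, at 1121 ± 213 against 10509 ± 2926 CPM and prx-2 (GSU3246), a peroxiredoxin, at a log2 fold change of -3.67. Of 41 flagellar genes 8 were lower, led by the export protein gene fliJ at -3.35. Of 36 type IV pilus genes 6 were lower, including the minor pilin gene fimU at -2.12 and the assembly ATPase gene pilB at -1.55 (-1.49, -1.48 and -1.47 without planktonic replicate 3, anode biofilm replicate 1 and anode biofilm replicate 3). Both called members of the 13-gene ATP synthase list were kdpA and kdpC, whose products transport potassium.
In all, 290 genes were higher in the anode biofilm and 308 were lower. With upper-quartile scaling, which moved the median log2 fold change of all genes from -0.01 to 0.35, 459 were higher and 189 lower (70.8% of calls higher, against 48.5% with TMM). In limma's camera test with a preset correlation of 0.01, adjusted over 26 lists, formate dehydrogenase (adjusted p = 1.37e-07), citric acid cycle (0.00233), NADH dehydrogenase (0.00834), fumarate (0.00834), hydrogenases (0.0123) and ribosomal proteins (0.0174) stood higher than other genes, and stress proteins (0.00834) and oxygen defence (0.00928) lower. With an estimated correlation none of these passed: the adjusted p was 0.328 for formate dehydrogenase and for stress proteins, 0.897 for ribosomal proteins and 0.746 for the others. Flagellar genes (adjusted p = 0.0953), pilus genes (0.149) and the ATP synthase list (0.829) did not pass the camera test with the preset correlation, and the ATP synthase list had a median log2 fold change of 0.75 and a mean of -0.55. Adjusted over the list alone, each of these lists kept the same numbers of higher and lower genes.

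**Figure D2:**
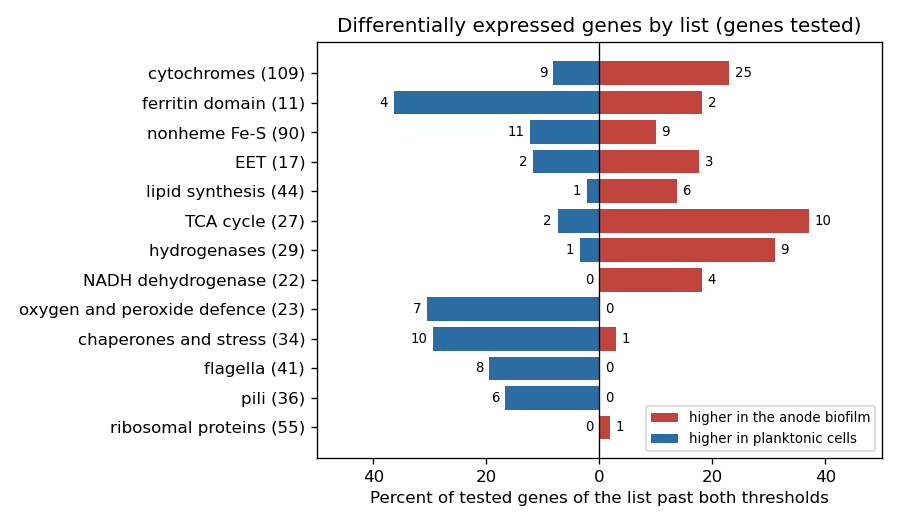
Percent of the tested genes of 13 lists that were higher (red, right) or lower (blue, left) in the anode biofilm than in planktonic cells past both thresholds, with the numbers of genes beside the bars. The citric acid cycle (TCA) list has 10 of 27 genes higher, and oxygen and peroxide defence has 7 of 23 lower.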

Two hundred five genes were more highly expressed in the anode biofilm, and 229 genes were more highly expressed in the planktonic samples. In Fig. 2, MA plots visualize the differential expression and highlight several types of iron-containing protein-coding genes. While a greater number of cytochromes were significantly upregulated in the anode biofilm than the number upregulated in the planktonic samples, most cytochromes were not differentially expressed. 

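The cytochromes with the largest increases in the anode biofilm were GSU2887, annotated with a PKD domain, and GSU3615 and GSU2808, annotated as c-type cytochromes. GSU2887 stood at 2299 ± 887 CPM in the anode biofilm and 141 ± 94.6 CPM in planktonic cells (n = 3), a log2 fold change of 4.00 (standard error 0.47, adjusted p = 0.00013 from edgeR). GSU2808 rose from 104 ± 6.70 to 903 ± 82.1 CPM (log2 fold change 3.12, standard error 0.19, adjusted p = 5.09e-06), and GSU3615 had a log2 fold change of 3.86. In the other direction, cydA (GSU1640), a subunit of the cytochrome bd oxidase that reduces oxygen, fell from 3095 ± 453 to 476 ± 24.8 CPM (log2 fold change -2.70, standard error 0.20, adjusted p = 1.66e-05), and the cytochrome gene GSU2501, close to omcS and omcT on the chromosome, had a log2 fold change of -1.96.
Of 109 cytochrome genes tested, 25 were higher in the anode biofilm, 9 were higher in planktonic cells and 75 were not differentially expressed (25 and 9 when adjusted over the list alone). The list as a whole did not shift in 1 direction against other genes (camera, adjusted p = 0.179 with a preset correlation and 0.746 with an estimated one). Camera does not ask whether more genes of a list were called than elsewhere. Of all 3293 genes tested, 290 were higher and 308 lower. A larger part of the cytochromes than of all genes was thus called higher, a difference that was not tested. The number of cytochromes higher in the anode biofilm was 9 and the number lower 2 with glmTreat.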

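Ferritin stores iron inside the cell, and the ferritin gene ftn (GSU1307) was lower in the anode biofilm at 171 ± 10.2 CPM (SD, n = 3) than in planktonic cells at 746 ± 114 CPM (log2 fold change -2.13, standard error 0.20, adjusted p = 3.95e-05 from edgeR). The ferritin family genes GSU1642 (log2 fold change -2.46), GSU2193 (-2.33) and GSU3289 (-2.19) were lower as well. GSU2967, another ferritin family gene, was called higher at 375 ± 483 against 55.0 ± 27.2 CPM (log2 fold change 2.71, standard error 0.85, adjusted p = 0.0236 from edgeR), but the call rests on anode biofilm replicate 2. Without that library its log2 fold change was 0.75 (adjusted p = 0.0774 from edgeR), while without planktonic replicate 1, 2 and 3 the fold changes of 2.40, 2.84 and 2.94 stayed past the threshold and only the adjusted p did not (0.0876, 0.0729 and 0.121 from edgeR). Of 11 ferritin-domain genes, rubrerythrins included, 2 were higher, 4 were lower and 5 did not pass both thresholds (2 and 4 when adjusted over the list alone). Without any 1 of these 4 libraries, 1 gene on the list was higher.
Among nonheme iron-sulfur proteins, the increases included frx-2 (GSU2708), a 4Fe-4S protein gene, at 1225 ± 287 against 303 ± 66.9 CPM (log2 fold change 2.01, standard error 0.25, adjusted p = 0.000163 from edgeR). The decreases included the Rieske protein gene GSU0845 (log2 fold change -3.11), the 4Fe-4S protein genes GSU1239 (-3.10) and GSU1238 (-2.73), the ferredoxin gene frx-5 (-2.86) and scdA (GSU0849, -2.67), which encodes a protein for the repair of iron-sulfur clusters. GSU1416 was lower by a log2 fold change of -1.91. Of 90 such genes 9 were higher, 11 were lower and 70 did not pass both thresholds (9 and 11 when adjusted over the list alone). With upper-quartile scaling 15 of them were higher. In camera with a preset correlation the adjusted p was 0.211 for the ferritin-domain list and 0.854 for the iron-sulfur list, whose median and mean log2 fold changes of -0.11 and -0.02 lay below 0 while its test statistic pointed upward.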

Ferritin domain-containing protein- and nonheme Fe-S domain protein-coding genes were also present among the differentially expressed genes. Our data show that iron-containing protein-coding genes are expressed in both planktonic fumarate cultures and anode biofilms but that there are specific iron-related genes whose expression depends on growth conditions. 

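Nearly all genes of iron-containing proteins gave counts in every library of both growth conditions: 113 of 114 cytochrome genes, 11 of 11 ferritin-domain genes and 89 of 93 nonheme iron-sulfur genes were detected in all 6 libraries. Any count was taken as detection, and each of these libraries detected between 3361 and 3387 of all 3390 genes. Detection therefore does not set these lists apart from other genes. Genes that make heme, the iron cofactor of cytochromes, were mostly not differentially expressed: of 12, 2 were higher in the anode biofilm and 0 were lower (in edgeR, 3 higher and 4 lower at an unadjusted p below 0.05; DESeq2 called 2 and 0). hemY (GSU0012), protoporphyrinogen oxidase, stood at 465 ± 50.6 CPM in the anode biofilm and 129.5 ± 4.29 CPM in planktonic cells (n = 3), a log2 fold change of 1.85 (standard error 0.18, adjusted p = 4.71e-05 from edgeR). hemL (GSU0337), an early enzyme of the pathway, lay at the fold threshold with a log2 fold change of 1.50 and fell below it without planktonic replicate 3 (1.29). Of 10 genes of cytochrome c biogenesis, which attach heme to cytochromes, 2 were higher, among them GSU2891 at 1.73, and 0 were lower (4 higher and 1 lower at an unadjusted p below 0.05 in edgeR; DESeq2 called 2 and 0).
Of 5 tested genes of iron uptake and iron-dependent regulation 0 passed both thresholds in edgeR, where 2 were lower at an unadjusted p below 0.05, and DESeq2, which also tested genes with few counts, called 1 higher. Of 2 genes chosen after their values were seen, feoB, the ferrous iron transporter in an entry that holds 2 loci, had a log2 fold change of -0.45 and fur, the ferric uptake regulator, of -0.06. The camera adjusted p was 0.432 for heme synthesis, 0.213 for cytochrome c biogenesis and 0.478 for iron uptake, and the numbers of called genes were the same when adjusted over the list alone. Having reported that most cytochrome genes were not differentially expressed and that some genes of cytochromes, ferritin-domain and iron-sulfur proteins were, the paper concludes that genes coding for iron-containing proteins are expressed under either growth condition and that certain iron-related genes depend on it. It then sets their expression beside the iron content in both.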

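Cytochrome genes took a larger share of each library in the anode biofilm, at 7.16% ± 0.323 of the counts without rRNA and tRNA (SD, n = 3), than in planktonic cells, at 4.96% ± 0.219 (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 libraries allow). Cytochromes make up 3.36% of the genes. Genes of nonheme iron-sulfur proteins, among them many redox enzymes, took 3.45% ± 0.117 and 2.38% ± 0.171 of the counts, and ferritin-domain genes 0.344% ± 0.0366 and 0.685% ± 0.128, with no overlap between the groups in either case. Cytochromes numbered 13 among the 100 most abundant genes of the anode biofilm and 8 among those of planktonic cells, 5 of them in both, where 3.31 would follow from the number of cytochrome genes. Iron-sulfur genes numbered 5 and 2 (2.73 from their number), and ferritin-domain genes 0 and 1. After division by gene length cytochromes numbered 7 and 5, iron-sulfur genes 6 and 6, and ferritin-domain genes 0 and 3.
These are shares of RNA counts and not of protein or iron. With rRNA and tRNA kept in the total, the cytochrome share was 4.59% in the anode biofilm and 2.52% in planktonic cells, and with counts divided by gene length it was 5.79% and 4.48%.

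**Figure D3:**
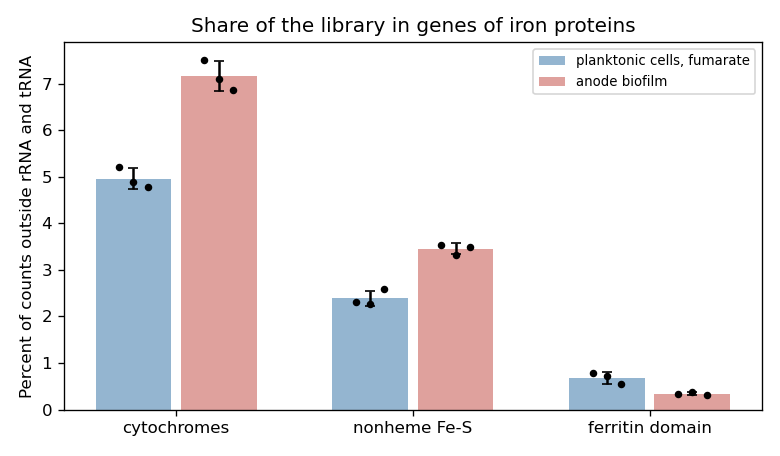
Share of the counts without rRNA and tRNA (vertical axis, percent) in genes of cytochromes, nonheme iron-sulfur proteins and ferritin-domain proteins. Bars are means of 3 libraries, error bars the SD and dots the libraries. The anode biofilm libraries lie above the planktonic libraries for cytochromes and iron-sulfur proteins and below them for ferritin-domain proteins.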

The abundance of expression of Fe-containing proteins is consistent with the high Fe abundance in both conditions. 

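ppcA (GSU0612), which encodes the abundant triheme cytochrome of the periplasm, stood at 3346 ± 325 CPM (SD, n = 3) in the anode biofilm, rank 36 of the 3293 genes tested, and at 4325 ± 894 CPM in planktonic cells, rank 22. Its log2 fold change of -0.37 did not pass the test (standard error 0.22, adjusted p = 0.177 from edgeR). omcZ (GSU2076), whose product is an extracellular cytochrome that accumulates near the electrode, ranked 6 in the anode biofilm at 9656 ± 2166 CPM and 89 in planktonic cells at 1602 ± 349.9 CPM. It was higher in the anode biofilm by a log2 fold change of 2.59 (standard error 0.25, adjusted p = 5.09e-05 from edgeR). GSU0274, listed in advance as the inner membrane cytochrome CbcL, a name the annotation used does not carry, ranked 53 at 2603 ± 1315 CPM and 242 at 822 ± 351 CPM. Its log2 fold change of 1.67 (standard error 0.45, adjusted p = 0.0119 from edgeR) passed both thresholds.
The call on GSU0274 was lost to the fold threshold without planktonic replicate 3 (1.35), anode biofilm replicate 1 (1.48) or anode biofilm replicate 3 (1.48), and with glmTreat. After division by gene length ppcA ranked 6 in the anode biofilm and 7 in planktonic cells. The authors also deposited 1 FPKM value per growth condition and gene. In that table ppcA stands at 5994 in the anode biofilm and 7500 in planktonic cells (ranks 6 and 7 of 3383 genes), omcZ at 3361 and 537 (18 and 211), and GSU0274 at 690 and 212 (160 and 585). These are the authors' single values per condition, so they carry no error.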

Our gene expression data are similar in overall patterns to the data in Otero et al. (7), with multiheme cytochromes like the PpcA, OmcZ, and CbcL among the most expressed genes overall, and only a subset of all cytochromes differentially expressed between electrode and fumarate conditions. 

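omcX (GSU0670), annotated as a c-type cytochrome, stood at 2602 ± 314 CPM (SD, n = 3) in the anode biofilm and 379.8 ± 77.7 CPM in planktonic cells, a log2 fold change of 2.78 (standard error 0.23, adjusted p = 2.54e-05 from edgeR). hybB, the cytochrome b subunit that links a hydrogenase to the quinone pool, had a log2 fold change of 3.01, in an entry of the table that holds 2 loci. On the lower side, GSU3137 stood at 225 ± 66.8 against 903 ± 54.8 CPM, and omcG (GSU2882) and the triheme periplasmic cytochrome gene ppcD (GSU1024) had log2 fold changes of -1.63 and -1.61. The call on omcG was lost without planktonic replicate 3 (-1.49) and anode biofilm replicate 3 (-1.41), and that on ppcD without anode biofilm replicate 1 (-1.43). The number of cytochromes past an adjusted p of 0.05 in edgeR, whatever their fold change, was 36 higher and 26 lower in the anode biofilm.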

We did, however, observe a greater number of cytochrome genes differentially expressed between electrode and fumarate conditions than Otero et al. (7), likely due to the lower electrode potential that we used. We also investigated the expression of lipid synthesis pathway genes and found that many of them were present in the transcriptome but not differentially expressed, although a few lipid-associated genes showed significant differences (Fig. S2).

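Genes of the lipid synthesis list that were higher in the anode biofilm included GSU3299 and GSU3300. They are annotated as a carboxyltransferase subunit of acetyl-CoA carboxylase and a biotin carboxylase. Whether their products make malonyl-CoA for fatty acids is not shown by these data. The acetyl-CoA carboxylase genes labelled in Fig. S2, accB and accC, were not called. Their log2 fold changes were 0.17 (adjusted p = 0.488 from edgeR) and -0.38 (adjusted p = 0.147 from edgeR). GSU3299 stood at 1099.96 ± 144 CPM (SD, n = 3) in the anode biofilm and 207 ± 1.85 CPM in planktonic cells, a log2 fold change of 2.41 (standard error 0.19, adjusted p = 2.21e-05 from edgeR), and GSU3300 had a log2 fold change of 2.00. GSU3168, a 3-oxoacyl-ACP synthase gene with low counts at 43.7 ± 19.7 against 8.17 ± 1.97 CPM, was higher by 2.44 on the log2 scale. Of the genes labelled in Fig. S2, GSU2318, a methyltransferase gene outside the list used here, was lower with a log2 fold change of -2.48 (standard error 0.18, adjusted p = 1.64e-05 from edgeR).
Most genes of the fatty acid chain itself were not differentially expressed. The acyl carrier protein gene acpP-2 had a log2 fold change of 0.59, the ketoacyl synthase gene fabF-2 of 0.32, the malonyltransferase gene fabD-2 of -0.01, the enoyl reductase gene fabI of 1.01 and the acyltransferase gene plsX, which starts phospholipid synthesis, of -0.97. Each of the 44 listed genes was detected in all 6 libraries, as nearly all genes of any kind were in each library. Of the 44, 6 were higher, 1 was lower and 37 did not pass both thresholds (6 and 1 when adjusted over the list alone). The list took 1.35% ± 0.132 of the counts in the anode biofilm and 1.16% ± 0.0154 in planktonic cells (n = 3, exact permutation test, p = 0.1). Of 26 genes of lipopolysaccharide and lipid A synthesis 1 was higher and 2 were lower. Neither list shifted in 1 direction against other genes in camera (adjusted p = 0.480 for fatty acids and phospholipids and 0.829 for lipopolysaccharide).
Several of these calls depend on single libraries. GSU2945, a dehydratase gene (log2 fold change 1.71), was not called without planktonic replicate 2 (1.66), planktonic replicate 3 (1.61) or anode biofilm replicate 1 (1.33), fabG-1, a ketoacyl reductase gene (1.55), not without planktonic replicate 2 (1.33) or anode biofilm replicate 2 (1.35), and GSU1677, the lower gene (127 ± 12.9 against 359 ± 18.6 CPM), not without planktonic replicate 2 (-1.48) or any of the anode biofilm replicates 1, 2 and 3 (-1.48, -1.41 and -1.47). The number of higher genes was 3 without planktonic replicate 2.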

### Conclusions.

G. sulfurreducens is a bacterium with a complex system of electroactive proteins, and those electroactive proteins largely require iron. This may be a factor in the high iron concentration; we measured in G. sulfurreducens relative to nonelectroactive Gram-negative E. coli and values reported in literature for other bacteria. Our analysis complements previous work showing that restricting iron limits EET in G. sulfurreducens (15). This study estimates what the nutrient limitations might be for G. sulfurreducens, and this information is valuable for biotechnologists developing applications using this and similar organisms. The nearly identical composition between anode-grown and fumarate-grown cells supports the hypothesis that G. sulfurreducens is not adapted to efficiently grow on fumarate: it makes electron carriers for EET regardless of the electron acceptor if the nutrients are available. The lipid content measured in G. sulfurreducens was higher than what has been reported before and relatively high for a bacterium without lipidic storage. While all samples were taken from active biofilms or suspended cultures, we did not have a mechanism to separate dead cells from active cells, and it is probable that the composition of an individual cell may differ from the composition of the bulk samples analyzed. Compared to similar studies on other bacteria and E. coli in our study, we have shown that G. sulfurreducens has a unique composition to support its complex metabolism.

## MATERIALS AND METHODS

### Bacterial strain and culture media.

We subcultured G. sulfurreducens PCA (ATCC 51573) and E. coli K-12 from commercially available stocks. Medium compositions are listed in detail in Table S1 for four different cases: (i) G. sulfurreducens grown in microbial electrochemical cell (electrode), (ii) G. sulfurreducens grown in sodium fumarate-containing serum bottle (fumarate), (iii) E. coli grown in *Geobacter* medium, and (iv) E. coli grown in M9 medium. In brief, *Geobacter* medium contained sodium acetate (50 mM), NaHCO_3_ (30 mM), NH_4_Cl (20 mM), NaH_2_PO_4_ (4 mM), KCl (1 mM), vitamin mix (10 mL), and trace minerals (10 mL). Trace minerals contained nitrilotriacetic acid, trisodium salt (5.5 mM), MgSO_4_·7H_2_O (12 mM), MnSO_4_·H_2_O (2.9 mM), NaCl (17 mM), FeSO_4_·7H_2_O (0.36 mM), CaCl_2_·2H_2_O (0.68 mM), CoCl_2_·6H_2_O (0.42 mM), ZnCl_2_ (0.95 mM), CuSO_4_·5H_2_O (0.4 mM), AlK(SO_4_)_2_·12H_2_O (0.2 mM), H_3_BO_4_ (0.16 mM), Na_2_MoO_4_·H_2_O (0.01 mM), NiCl_2_·6H_2_O (0.01 mM), and Na_2_WO_4_·2H_2_O (8.5 μM). We provided a higher concentration of acetate (50 mM) than the previous studies (53–55) (10 mM), as we used a higher electrode surface area requiring more reduced electron donors. For G. sulfurreducens grown in serum bottles, sodium fumarate (100 mM) was added to the medium. We bubbled the media with N_2_/CO_2_ (80:20 vol/vol) to remove oxygen before autoclaving. After autoclaving, FeCl_2_·4H_2_O (20 μM), Na_2_S·9H_2_O (54 μM), sodium bicarbonate, and vitamins were added in the anaerobic glove box. E. coli medium (ATCC Medium 2511-M9 Minimal Broth) contained glucose (44 mM), Na_2_HPO_4_ (180 mM), KH_2_PO_4_ (44 mM), NaCl (17 mM), NH_4_Cl (37 mM), MgSO_4_·7H_2_O (0.2 mM), CaCl2 (10 μM), and thiamine (24 μM). Media for E. coli (M9 and *Geobacter* medium) were autoclaved without any gas sparging. *Geobacter* medium for E. coli contained the same ingredients of G. sulfurreducens medium for microbial electrochemical cells except for the electron donor; the same concentration of glucose as M9 (44 mM) was used instead of acetate.

### Electrochemical setup and operation.

Single-chamber microbial electrochemical cells were constructed in 500-mL bottles with rubber stoppers located on top having PTFE tubing for gas inflow and outflow, a carbon anode as working electrode, a nickel wire cathode as counter electrode, and a reference electrode. We used two square graphite electrodes to grow biofilms of G. sulfurreducens with a surface area of ~20.9 cm^2^ and an Ag/AgCl reference electrode (BASi, West Lafayette, IN). We mixed the chambers with magnetic stirrer bars at 180 rpm and flushed humidified N_2_/CO_2_ gas (80:20 vol/vol) continuously. Before filling up the media in the anaerobic glove box, electrochemical cells were autoclaved for sterilization. We set −0.3 V versus Ag/AgCl (−0.03 V versus SHE) as the fixed anode potential using a VMP3 digital potentiostat (Bio-Logic USA, Knoxville, TN). This is at the lower end of the range of electrode potentials that G. sulfurreducens can respire. Fumarate-grown G. sulfurreducens reactors were set up in 250-mL serum bottles. Both electrochemical cells and serum bottles were in a temperature-controlled room at 30°C. In addition, the media filling along with inoculation was performed in the anaerobic glove box. We used 250-mL flasks for E. coli cultivation with M9 and *Geobacter* media. *Geobacter* medium (G medium) for E. coli was used to compare the cell composition with G. sulfurreducens. After filling the media and inoculation for E. coli, we placed the flasks in an incubator with shaking at 180 rpm and temperature at 37°C.

### Sample preparation.

For the determination of carbohydrate, protein, lipid, metal, and element per dried cell, we collected the G. sulfurreducens grown on anodes in the microbial electrochemical cells and in serum bottle reactors and the E. coli grown in flasks. G. sulfurreducens biofilms grown on the anodes were scraped off with a needle in an anaerobic glove box. Grown cells of G. sulfurreducens and E. coli from the serum bottles and flasks were separated by centrifugation (Eppendorf Centrifuge 5810 R, USA) at 4,000 rpm in microcentrifuge tubes. Cells were washed once with a Ringer’s solution (25% strength) and centrifuged again (Table S1). The cells dried overnight at 105°C in plastic tubes, and the cool pellets were then broken up with a sterile stainless-steel spatula.

### Analytical methods.

We measured proteins by bicinchoninic acid protein assay (56). In brief, dried cell biomass (2 to 3 mg) was treated with 0.1 N NaOH at 90°C for 30 min, the lysate was resuspended and centrifuged the lysate, and 0.1 mL of supernatant was used for the assay. Carbohydrates were measured by a colorimetric method (57). In brief, dried cell biomass (2 to 3 mg) was acidified in sulfuric acid with sonication for 2 h, and dissolved samples (0.5 mL) were added into the test tubes with distilled water (0.5 mL), phenol (50 μL), and sulfuric acid (5 mL) for overnight reaction. Concentrations of proteins and carbohydrates were determined using a calibration curve with bovine serum albumin and glucose with absorbance at wavelengths of 485 and 562 nm, respectively. Crude lipids were extracted from the dried cell biomass using the Folch method (58). The dried biomass (~15 mg) was sonicated for 1 h and vortexed for 1 h with Folch solution (chloroform-methanol, 2:1, vol/vol) at room temperature. Solvent extracts were obtained after removing the biomass by centrifugation at 4,000 rpm. The crude lipid weight was determined by evaporating in the water bath (60°C) and weighing the tube before and after the evaporation of lipids. For metal extraction, we added dried cell biomass (3 to 5 mg) to glass vials along with hydrochloric acid (12 M) and sonicated at 60°C for 2 h. The dissolved metals in acid were analyzed by an inductively coupled plasma-optical emission spectrometer (ICP-OES, Thermo iCAP6300). Carbon, hydrogen, and nitrogen in the dried cell biomass (~2 mg) were measured using CHN Elemental Analyzer (PE2400). Instrumentation for ICP-OES and CHN Elemental Analyzer was done in Goldwater Environmental Laboratory at Arizona State University. For oxygen estimation, we measured the ash content of the dried cell biomass (~10 mg) following the previous method (59), burning the biomass at 600°C in an alumina crucible. Then, we subtracted the fraction of C, H, N, and ash content from the dried cell biomass (100%) for O estimation. Based on the elemental analysis data (%C, %H, %O, and %N), we obtained the empirical biomass formula followed by equation 1 below (52),

(1) $$C_{N}H_{a}O_{b}N_{c}\;+\;\left(\frac{2n+0.5a-1.5c-b}{2}\right)O_{2}\to \mathrm{nC}O_{2}\;+\;\mathrm{cN}H_{3}\;+\;\frac{a-3c}{2}H_{2}O$$

where $n=\frac{\text{\%}C}{12T}$, $a=\frac{\text{\%}H}{T}$, $b=\frac{\text{\%}O}{16T}$, and $c=\frac{\text{\%}N}{14T}$

and $T=\frac{\text{\%}C}{12T}\;+\;\frac{\text{\%}H}{T}\;+\;\frac{\text{\%}O}{16T}\;+\;\frac{\text{\%}N}{14T}.$

### Transcriptomic analysis.

We sequenced reverse transcribed RNA from G. sulfurreducens grown in a single chamber microbial electrochemical cell as an anode biofilm with an anode poised at −0.28 V versus Ag/AgCl as the electron acceptor and in anaerobic test tubes with fumarate as the electron acceptor. Both conditions were collected in biological triplicate. We extracted RNA with the Qiagen/MOBIO PowerMicrobiome RNA extraction kit and used the ThermoFisher MicrobExpress bacterial mRNA enrichment kit to reduce the fraction of rRNA following the manufacturer’s recommendations. RNA library preparation and sequencing were performed by the genomics core facility at Arizona State University (ASU). We mapped the reads to the RefSeq assembly for G. sulfurreducens PCA and used DESeq2 in R for differential expression analysis. The cutoff determination for differential expression was set as a log_2_ fold change of at least 1.5 and a multiple comparison adjusted *P* value of <0.05.

### Data availability.

The sequencing data we used here are a subset of data analyzed in a previous publication, and raw sequence data are available from NCBI under accession number GSE200066 (60).

# Supplementary material for: Geobacter sulfurreducens’ Unique Metabolism Results in Cells with a High Iron and Lipid Content
**Source:** Microbiol Spectr. 2022 Oct 27;10(6):e02593-22. doi: 10.1128/spectrum.02593-22
**Supplement:** Supplemental File 1 — Supplemental material. Download spectrum.02593-22-s0001.pdf, PDF file, 0.3 MB

1 **Supporting Information**

2 **Table S1.** Chemicals in Ringer's solution per L of medium used. One fourth strength of Ringer's
3 solution was used for washing cells.

Chemicals	Amount (g)	Concentration (mM)	¼ Strength Ringer's<br>solution Conc. (mM)
NaCl	6.5	111	27.8
KCl	0.42	5.6	1.41
CaCl ₂	0.25	2.3	0.56
NaHCO ₃	0.2	2.4	0.6

4

5 **Table S2. Media composition in different conditions tested.**

Species	<i>Geobacter sulfurreducens</i> PCA				<i>Escherichia coli</i> K-12			
Growth condition	Electrode		Fumarate		G medium		M9 medium	
Unit	g in 1 L	mM	g in 1 L	mM	g in 1 L	mM	g in 1 L	mM
NaCH ₃ COO<br>3H ₂ O	6.8	50	6.8	50	-	-	-	-
NaFumarate	-	-	16	100	-	-	-	-
Glucose	-	-	-	-	8	44	8	44
NaHCO ₃	2.5	30	2.5	30	2.5	30	-	-
NaH ₂ PO ₄	0.6	4	0.6	4	0.6	4	25.6	180
KH ₂ PO ₄	-	-	-	-	-	-	6	44
KCl	0.1	1	0.1	1	0.1	1	-	-
NaCl	-	-	-	-	-	-	1	17
NH ₄ Cl	1.5	20	1.5	20	1.5	20	2	37
MgSO ₄ 7H ₂ O	-	-	-	-	-	-	0.049	0.200
CaCl ₂	-	-	-	-	-	-	0.001	0.010
Thiamin	-	-	-	-	-	-	0.001	0.024
FeCl ₂ 4H ₂ O	0.004	0.020	0.004	0.020	0.004	0.020	-	-
Na ₂ S 9H ₂ O	0.013	0.054	0.013	0.054	0.013	0.054	-	-
vitamin mix	10 mL	10 mL	10 mL	10 mL	10 mL	10 mL	-	-
trace mineral*	10 mL	10 mL	10 mL	10 mL	10 mL	10 mL	-	-

6 * Trace mineral stock solution in 1 L

Trace mineral	Al	B	Ca	Cl	Co	Cu	Fe*	K*
mg in 1 L	0.006	0.014	0.273	7.595	0.248	0.025	0.201	0.008
Trace mineral	Mg	Mn	Mo	Na*	Ni	S*	W	Zn
mg in 1 L	2.958	1.625	0.107	3.989	0.059	5.656	0.014	0.624

7

8

9 **Table S3.** Metal content in dry cell mass of *Geobacter sulfurreducens* PCA and *Escherichia coli*

10 K-12 (unit: milligram of each metal per gram of dried bacterial cell, mg/gdw).

	<i>G. sulfurreducens</i>			<i>E. coli</i>
	Anode	Fumarate	M9 medium	<i>Geobacter</i><br>medium
Ag	0.098 (± 0.073)	0.106 (± 0.034)	ND	ND
Ba	0.028 (± 0.002)	0.025 (± 0.003)	0.021 (± 0.005)	0.027 (± 0.003)
Co	0.028 (± 0.005)	0.021 (± 0.029)	ND	0.003 (± 0.002)
Cr	0.081 (± 0.016)	0.086 (± 0.014)	0.006 (± 0.003)	0.003 (± 0.000)
Cu	0.224 (± 0.086)	0.471 (± 0.107)	0.017 (± 0.005)	0.048 (± 0.010)
Fe	1.970 (± 0.226)	1.96 (± 0.229)	0.134 (± 0.053)	0.428(± 0.089)
Li	0.047 (± 0.030)	0.017 (± 0.001)	0.040 (± 0.003)	0.047 (± 0.006)
Mg	0.67 (± 0.27)	0.54 (± 0.11)	2.07 (± 0.75)	1.79 (± 0.38)
Mn	0.583 (± 0.076)	0.324 (± 0.067)	0.023 (± 0.021)	0.570 (± 0.122)
Ni	0.069 (± 0.012)	0.076 (± 0.012)	0.002 (± 0.003)	ND
Pb	0.036 (± 0.015)	0.023 (± 0.003)	0.018 (± 0.011)	0.016 (± 0.010)
Se	0.104 (± 0.058)	0.177 (± 0.112)	0.012 (± 0.005)	0.101 (± 0.016)
Sr	0.008 (± 0.002)	0.017 (± 0.006)	0.005 (± 0.003)	0.003 (± 0.001)
V	0.002 (± 0.001)	0.003 (± 0.002)	0.035 (± 0.006)	0.045 (± 0.005)
Zn	3.5 (± 1.9)	10.0 (± 2.4)	0.135 (± 0.034)	0.176 (± 0.024)

Table S4. Estimated growth of *G. sulfurreducens* per L of medium at an anode based on the available mineral concentrations in *Geobacter* medium.

Metal	<i>Geobacter</i> Medium [mg<br>element/L]	Average <i>G.</i><br><i>sulfurreducens</i> content<br>(mg element/g cell)	Estimated growth<br>(g cells/L)

Mg	2.958	0.67	4.42
Mn	1.625	0.583	2.79
Fe	0.201	1.97	0.10
Co	0.248	0.028	8.80
Zn	0.624	3.5	0.18
Cu	0.025	0.224	0.11
Ni	0.059	0.069	0.86

17

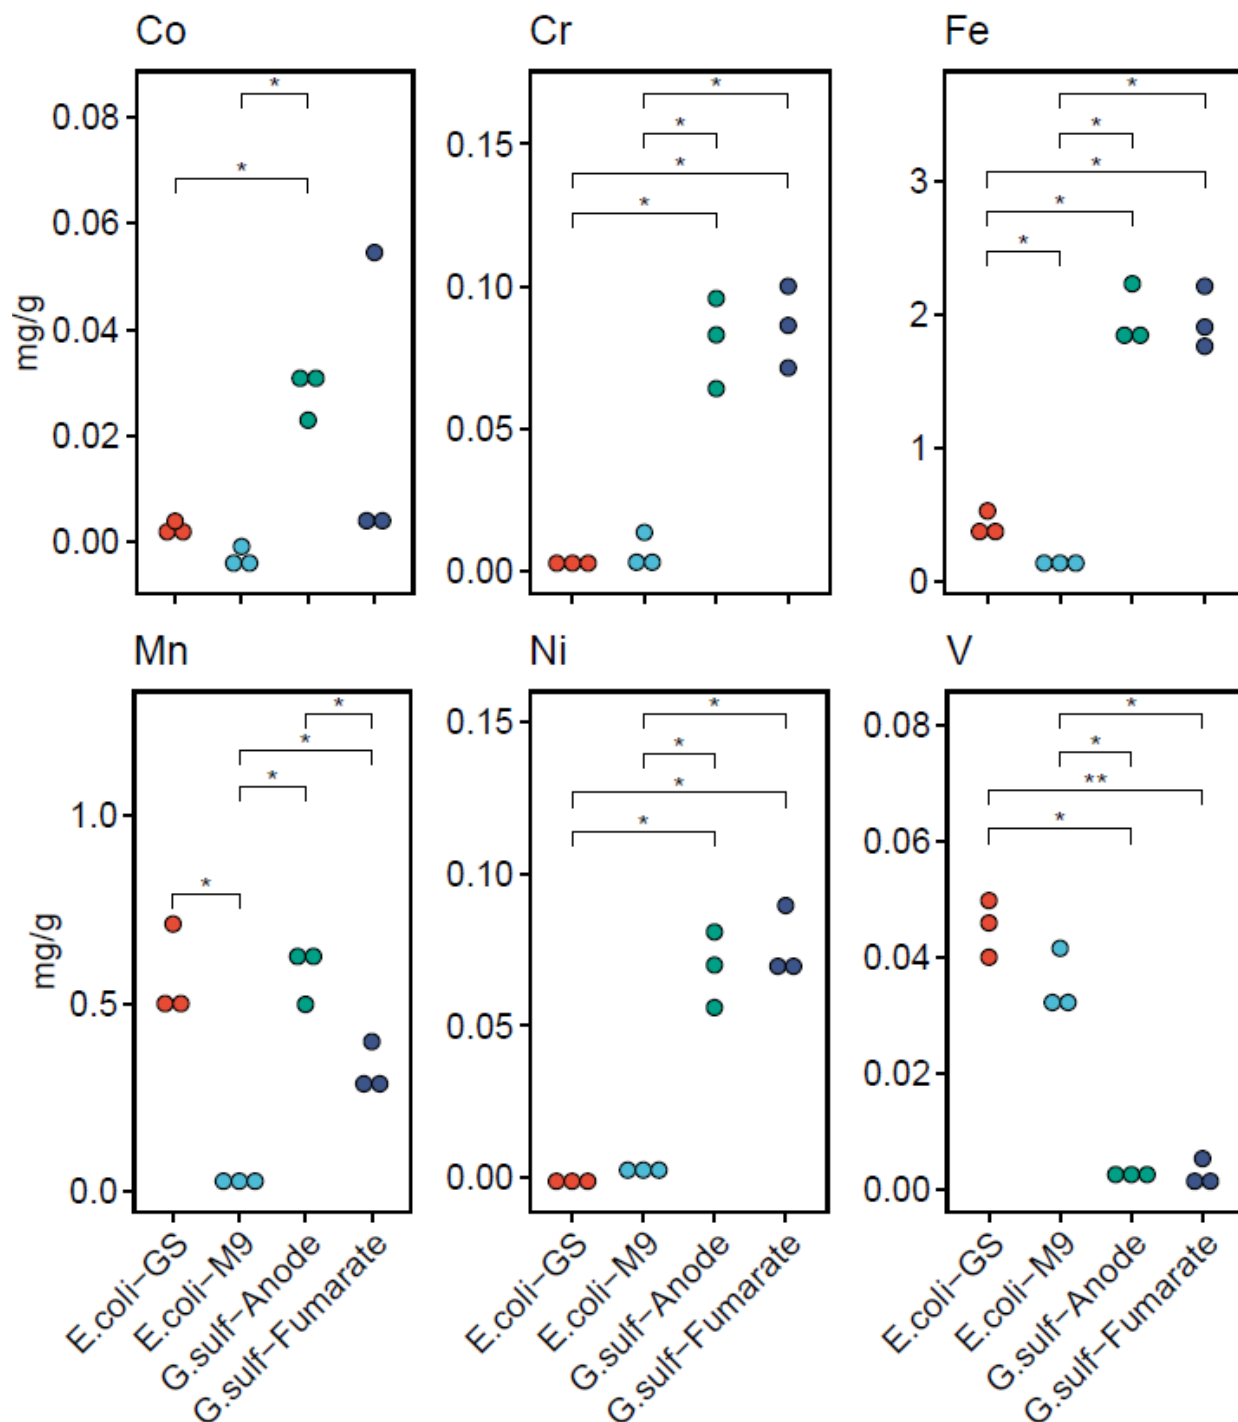

Figure S1. Statistically significant differences in metal concentrations between *E. coli*-GS (Geobacter medium), *E. coli*-M9 (M9 medium), *G. sulf*-Anode (biofilm grown on an electrode), and *G. sulf*-Fumarate (planktonic cells using fumarate as the electron acceptor). *($p < 0.05$), **($p < 0.001$), pairwise t-test with multiple comparison correction performed with the Benjamini-

Hochberg method. We chose to omit alkali metals from this figure, but Lithium did have significant differences as well (Table S3).

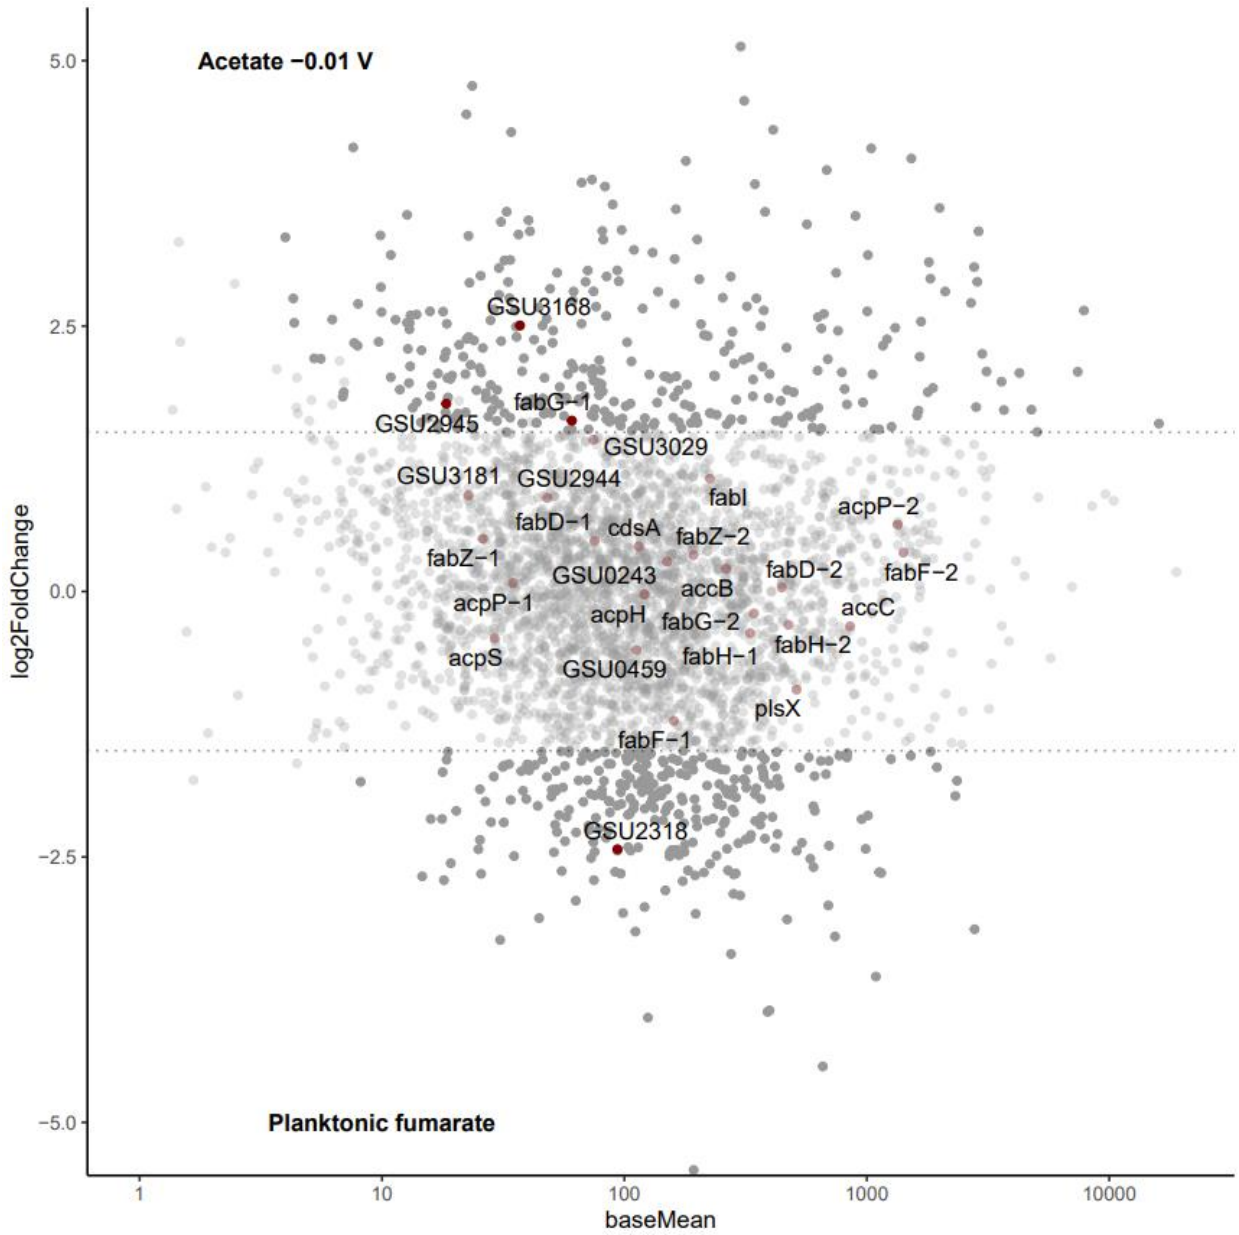

Figure S2: MA plot with lipid synthesis pathway genes annotated. Dotted lines indicate log₂ fold change of 1.5, and solid dots indicate an adjusted p value under 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

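RNA-seq data of G. sulfurreducens PCA were analysed for 21 libraries in 7 groups of 3. The comparison reported in the article is between anode biofilms grown on acetate at -0.01 V versus the standard hydrogen electrode (-0.28 V versus Ag/AgCl in the article) and planktonic cells grown on acetate and fumarate. The other groups are acetate anode biofilms at -0.17 V and -0.07 V, formate anode biofilms at the same potentials, and biofilms grown with fumarate as electron acceptor. Libraries were assigned to groups from the sample labels and the article.
The authors aligned reads to the RefSeq assembly for G. sulfurreducens PCA and deposited a table of raw read counts per gene for all libraries. The submitters' processing notes name CASAVA, Trimmomatic, Bowtie2, SAMtools and DESeq2, with no versions given. The authors also deposited a table of FPKM values with 1 value per gene and growth condition. How replicates were combined in it is not given in the sources used here, and these values were only ranked and printed as the authors' values. No column of per-sample values was left without a sample.
The count table has 3443 features. The 53 rRNA and tRNA genes were left out, and 3390 genes were kept. Locus tags and names came from the count table and from a gene table of assembly ASM798v2, in which 3410 of the 3443 features were matched. In 40 features reads of more than 1 locus are combined. Gene names that neither source carries (CbcL, ImcH and PilA for GSU0274, GSU3259 and GSU1496) were assigned by locus in advance.
Genes were tested with edgeR 4.0.16 (R 4.3.3): TMM scaling, filterByExpr with a minimum count of 10 and a minimum total of 15, robust dispersion estimates, and the quasi-likelihood test with Benjamini-Hochberg adjustment. Calls used the thresholds of the article, an absolute log2 fold change of 1.5 and an adjusted p of 0.05. The article's comparison was fitted on its 6 libraries and the 5 other comparisons on the 12 libraries of the first run. The labels name separate sequencing runs without listing them by title, and the assignment of 12 libraries to the first run and 9 to the second is an inference from the numbers of titles of each style. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, adjusted over 26 lists. Each list was drawn from annotated products by a fixed word pattern or from fixed locus tags: cytochromes, ferritin-domain proteins, nonheme iron-sulfur proteins, fatty acid and phospholipid synthesis, lipopolysaccharide, extracellular electron transport, fumarate metabolism, pili, hydrogenases, formate dehydrogenase, NADH dehydrogenase, ATP synthase, ribosomal proteins, heme synthesis, cytochrome c biogenesis, iron uptake, metal transport, cobalamin, polysaccharide, flagella, chemotaxis, nitrogen, stress proteins, oxygen defence, citric acid cycle, and transposases and phage. The lists, their tests, the comparisons and the alternative settings were fixed in advance, after the article's figures had been read. The tests of the kdp and type VI secretion groups and the look at levels in formate anode biofilms were chosen after values had been seen.
Genes named in the text are the 10 largest changes in each direction among called genes whose libraries did not overlap, every gene the article names or labels in Fig. 2 or Fig. S2, the 4 called members of each list with the smallest adjusted p, all genes of the electron transport list, and the most abundant genes of each group. In each other comparison the 3 largest changes in each direction were eligible. feoB, fur, omcS across groups, and the type VI secretion genes other than tssD, tssB and tssJ were added after their values had been seen.
Shares of counts were compared with an exact permutation test, whose smallest two-sided p is 0.1 for 3 libraries against 3. The fits were tested on simulated counts drawn from the means and library sizes of these libraries. At a simulated log2 fold change of 1, 64% of changed genes reached an adjusted p below 0.05 in edgeR, at 2 it was 94% and at 3 it was 100%. The fold threshold was not applied in these simulations, so the shares are not those of the calls used here. Depth after removal of rRNA and tRNA was lowest in the acetate anode biofilms at -0.17 V, between 392031 and 755827 counts per library. Changes of low-count genes may have been harder to detect there, which was not tested. Counts of replicates of the same group were compared by chi-square per degree of freedom, whose lowest value was 2.22, for planktonic replicates 1 and 2. The next lowest was 7.23, for replicates 1 and 2 of formate anode biofilms at -0.07 V. Planktonic replicate 3 stood at 15.3 from replicate 1 and 18.3 from replicate 2. No pair differed by as little as sampling noise, and each library was counted once. Why planktonic replicates 1 and 2 lie closer than other replicates cannot be told from the counts.
The alternatives were DESeq2 1.42.0 with and without shrunken fold changes, fits on all 21 libraries, RLE and upper-quartile scaling, no filter and a filter of at least 10 counts in every library, no fold threshold, edgeR's glmTreat, rRNA and tRNA kept, a replicate block, and each library left out in turn. Tables were made with R, and figures with Python 3.11.15 and matplotlib 3.10.9. The elemental, lipid and protein measurements of the article were not analysed here.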

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

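The kdp and type VI secretion groups were taken up for testing after their changes in the anode biofilm at -0.01 V had been seen, as were the levels in formate anode biofilms, and no other test in this part was chosen that way.
The series also holds biofilms that the article does not report on, sequenced on the run assigned to the planktonic cells. Against planktonic cells, edgeR called 454 genes in acetate anode biofilms at -0.17 V (248 higher, 206 lower), 571 in acetate anode biofilms at -0.07 V (240 higher, 331 lower) and 319 in fumarate biofilms (169 higher, 150 lower). The number in fumarate biofilms was 539 without fumarate biofilm replicate 13, with 321 lower, and 99 were lower without fumarate biofilm replicate 15. Between biofilms, 114 genes were called between the acetate anode at -0.07 V and fumarate (54 higher, 60 lower). Between -0.17 V and -0.07 V 2 genes were called, the sulfate adenylyltransferase genes cysD (log2 fold change -4.17, adjusted p = 0.0108) and cysN (-3.85, adjusted p = 0.0154), both lower at -0.17 V, while 559 genes had an unadjusted p below 0.05 and DESeq2 called 72. The number called by edgeR was 61 without -0.17 V replicate 4, 12 without replicate 10, and 1 without replicate 5 (a higher gene, with both cysD and cysN lost) or without -0.07 V replicate 8 or 18 (with 1 of these 2 genes lost in each case).
In fits on the 6 libraries of a comparison, the real grouping gave 598 genes for the article's comparison, 418 and 585 for the acetate anodes at -0.17 V and -0.07 V and 313 for fumarate biofilms against planktonic cells, 102 for the acetate anode at -0.07 V against fumarate biofilm, and 2 between the potentials. In each case 1 of the 10 ways to split the libraries, the real one, gave a number as large, and the highest of the others gave 0. With 10 splits the share cannot fall below 0.05.
The first pattern is the set of genes called between the anode biofilm at -0.01 V and planktonic cells, which lie on different sequencing runs. Of these genes tested in both comparisons, 95.7% kept their sign in acetate anode biofilms at -0.07 V against planktonic cells, within 1 run, against 82.5% in simulated unchanged groups that share the same controls, and the median log2 fold change there was 1.68 for the higher and -1.83 for the lower genes. Shared calls numbered 151 higher and 208 lower, where independent lists give 20.2 and 31.4 and the simulation 0 in all, and the covariance of fold changes over all genes was 1.22 against 0.0800 simulated (difference 1.14; correlation 0.831 against 0.512). This argues against a difference between runs as the cause of the pattern as a whole, although part of the excess may come from the 3 shared planktonic libraries, which are too few to divide into 2 sets of at least 2. A share of the run in single genes stays open, as for fdnH, and so do the electrode potential and the growth vessel. On a scale fitted over all 21 libraries, fdnH was at 976 ± 242 CPM at -0.01 V (SD, n = 3). In formate anode biofilms at -0.07 V and -0.17 V it was at 1146 ± 235 and 663 ± 208 CPM. These groups were all taken to be on the second run. In acetate anode biofilms at -0.07 V and -0.17 V on the first run it was at 118 ± 15.5 and 169 ± 68.3 CPM. The formate groups differ from those acetate groups in electron donor as well as in run, so donor and run cannot be told apart there.
The second pattern, in genes that the article does not discuss, is the fall of kdpA (log2 fold change -7.08), kdpB and kdpC in the anode biofilm. The median of the 3 genes was -7.24 in acetate anode biofilms at -0.07 V within the first run, which argues against the sequencing run. It was -5.64 in fumarate biofilms, which argues against the mere presence of fumarate in the medium as the source of the high planktonic level. The amounts of fumarate and salts given to those biofilms are not stated in the sources used here. Other differences in medium therefore stay open. The same -5.64 is what growth as a biofilm would give, so biofilm against planktonic growth is a candidate explanation for a part of the fall. At -0.07 V, however, kdpA (-1.85, adjusted p = 0.00980) and kdpB (-1.60, adjusted p = 0.0404, both from edgeR) were called lower still than in fumarate biofilms. kdpC was not called there (-1.04). Tubes and bioreactors differ along with biofilm growth. The paper lists the same KCl concentration (1 mM) for its electrode cells and its fumarate serum bottles, and sodium fumarate for the bottles only. It gives no separate medium for the cultures that were sequenced. Potassium left in the cultures at harvest was not among the data used here.
The third pattern, also in genes that the article does not discuss, is the rise of 12 type VI secretion genes, a contact-dependent secretion machine, with a median log2 fold change of 3.38 in the anode biofilm (range 1.46 to 3.98; 11 called). Within the first run the median at -0.07 V was 3.94 with all 12 called, which argues against the sequencing run. In fumarate biofilms it was 1.39 (range 0.14 to 3.02, 5 called), and the 12 genes were called higher at -0.07 V than in fumarate biofilms, with a median of 2.34. These 12 leave out tssE, which did not pass the filter on low counts in the article's comparison. On a scale fitted over all 21 libraries, tssE was at 1.94 ± 1.96 CPM in planktonic cells, 2.12 ± 0.566 CPM in fumarate biofilms and 13.5 ± 1.97 CPM at the -0.07 V acetate anode (SD, n = 3). Biofilm growth without an electrode thus went with a rise of some of these genes, and a further rise lay between fumarate biofilms and the -0.07 V anode, but the median of 1.39 fell between the bounds set for the test, so how much of the rise at -0.01 V goes with biofilm growth stays open. In formate anode biofilms, taken to be on the second run, group means were set against those of fumarate biofilms for 13 genes, tssE included. They lay above in 12 genes at -0.07 V and in 10 at -0.17 V (6 without formate -0.17 V replicate 1). tssD was below at both (92.5 ± 29.1 and 34.1 ± 30.9 against 97.6 ± 65.9 CPM, SD, n = 3), and tssB and tssC were below at -0.17 V alone. These differences were not tested, and run and electron donor differ as well, so an effect of the electrode itself stays open.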

How the results depend on the processing

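All alternatives in this part were planned, and no test was chosen after a result was seen. In the article's comparison no called gene changed sign under any alternative. Of 1915 pairs of a followed gene and a setting, 1751 kept direction and side of the thresholds, 125 lost the call, 21 gained it and 18 changed sign, and 59 of 107 genes kept one verdict throughout. The sign changes were in fabD-2 and fur, neither of them called. fabD-2 stood at 0.0141 with DESeq2 on 6 libraries, 0.0139 with shrinkage, 0.0430 with DESeq2 and 0.0739 with edgeR on 21 libraries, 0.0252 with RLE scaling, 0.34 with upper-quartile scaling, 0.14 with at least 10 counts in every library, 0.0733 with rRNA and tRNA kept, and -0.0563 to 0.19 leaving 1 library out. fur stood at 0.0145 and 0.0388 with DESeq2 and edgeR on 21 libraries, 0.30 with upper-quartile scaling, 0.11 with at least 10 counts in every library, 0.0343 with rRNA and tRNA kept, 0.0229 with the replicate block, and -0.31 to 0.34 leaving 1 library out. The causes of shifts given here were not tested unless the setting itself sets them, as fewer genes or a looser or stricter threshold does.
DESeq2 called 618 genes on 6 libraries and 615 on 21, shrunken fold changes 573, edgeR on 21 libraries 604, RLE scaling 602, no filter 615, rRNA and tRNA kept 602, and at least 10 counts in every library 457, of which 403 were among the 598. Upper-quartile scaling gave 459 higher and 189 lower, 15 iron-sulfur genes higher, and 0 lipid and 0 electron transport genes lower. At least 10 counts in every library gave 3 lipid genes higher and 0 lower and 0 electron transport genes lower. DESeq2 on 6 libraries, with or without shrinkage, gave 1 ferritin-domain gene higher, 0 lipid genes lower and 1 electron transport gene lower. The lipid genes lower were also 0 with DESeq2 and edgeR on 21 libraries, with RLE scaling and with rRNA and tRNA kept, where 1 electron transport gene was lower.
Without the fold threshold 1675 genes were called (771 higher, 904 lower), with 26 cytochromes lower, 4 ferritin-domain genes higher and 7 lower, 25 iron-sulfur genes higher and 24 lower, 11 lipid genes higher and 9 lower, and 5 electron transport genes higher and 6 lower. With glmTreat 181 were called (77 higher, 104 lower), with 9 cytochromes higher and 2 lower, 0 ferritin-domain genes higher, 3 iron-sulfur genes higher and 7 lower, 1 lipid gene higher and 0 lower, and 1 electron transport gene higher and 0 lower. In the other comparisons, no fold threshold gave 1087 genes (543 higher, 544 lower) at -0.17 V, 1347 (630 higher, 717 lower) at -0.07 V and 910 (445 higher, 465 lower) in fumarate biofilms against planktonic cells, and 84 higher at -0.07 V than in fumarate biofilms. DESeq2 called 72 genes between -0.17 V and -0.07 V (62 higher, 10 lower).
Leaving out 1 library gave 574 to 672 genes in the article's comparison, 1 to 3 ferritin-domain genes higher, 3 to 6 lipid genes higher and 0 to 1 lower, and 1 to 4 electron transport genes lower. It gave 230 to 539 genes in fumarate biofilms against planktonic cells (99 to 321 lower), and between -0.17 V and -0.07 V 1 to 61 (0 to 54 higher, 0 to 12 lower). The cytochrome share of counts was 4.59% in the anode biofilm and 2.52% in planktonic cells with rRNA and tRNA kept, 5.79% and 4.48% per kb, and 6.98% and 5.20% without the 10 genes with the most counts. Replicate numbers do not pair the libraries: deviations of same-numbered libraries correlated at -0.00369, -0.0169 and -0.222, and none correlated best with its own number. With the replicate block 593 genes were called (282 higher, 311 lower). Depth limits calls for genes with few counts. The lowest counts outside rRNA and tRNA in a library were 392031 at the -0.17 V acetate anode, 522783 in planktonic cells and 617150 in fumarate biofilms. Limits of detection were not compared between groups.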

Differences from the paper's values

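No test in this part was chosen after a result was seen. The paper reports 434 differentially expressed genes, of which 229 were more highly expressed in planktonic samples, and 3434 genes detected at quantifiable levels. At the paper's thresholds 598 genes were called here with 308 more highly expressed in planktonic cells. Neither number differs from the paper's value by more than 1.5 times. Here 3293 genes passed the filter, of 3390 kept after rRNA and tRNA genes were left out. The paper's 3434 is larger than the 3390 genes kept, so the 2 numbers of genes are not the same measure. Over the settings chosen before the data were examined the number of called genes ranged from 181 (glmTreat) to 1675 (no fold threshold), both more than 1.5 times apart from the paper's number, as was the 672 without anode biofilm replicate 2. The setting closest to the paper's number was at least 10 counts in every library, with 457 genes (221 higher in the anode biofilm, 236 higher in planktonic cells), and no setting gave 434. With DESeq2, the tool the paper used, 618 genes were called on the 6 libraries and 615 on all 21.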

Other observations

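Comparisons among the groups named here were set in advance, and the genes followed across groups were chosen after their values had been seen. In the anode biofilm at -0.01 V against planktonic cells, most genes of envelope and transport functions were not differentially expressed. Of 59 genes of polysaccharide synthesis and export 2 were higher and 6 lower, the latter including the glycosyltransferase genes GSU1510 (log2 fold change -2.41) and xapF (-1.91). Of 24 metal transport genes 2 were higher and 2 lower, with the efflux pump genes GSU2135 at 3.08 and GSU1332 at -1.82. Of 59 chemotaxis genes 5 were higher and 2 lower, among them the receptor gene mcp40H-7 at 2.28 and cheD64H at -1.86. Of 30 genes of nitrogen fixation and ammonium assimilation 3 were higher and 2 lower, with the regulator gene GSU2134 at 4.09. Of 16 cobalamin synthesis genes 1 was higher, cobS at 1.75. Of 61 transposase and phage genes 7 were higher and 3 lower (6 higher and 3 lower when adjusted over the list alone), with the phage tail sheath gene GSU0975 at 3.55. The camera adjusted p was 0.541 for polysaccharide and for transposases, 0.478 for metal transport, 0.579 for chemotaxis, 0.749 for nitrogen and 0.0953 for cobalamin.
Cytochrome genes were also compared in the biofilms that the article does not report on. Against planktonic cells, of 110 tested, 24 were higher and 8 lower in acetate anode biofilms at -0.17 V, 18 higher and 16 lower at -0.07 V, and 12 higher and 2 lower in fumarate biofilms. On a scale fitted over all 21 libraries, which moves levels slightly from those of the 6-library fit, omcS, which encodes a filament-forming cytochrome, was at 6077 ± 2532 CPM in fumarate biofilms and 3354 ± 1409 CPM in planktonic cells (SD, n = 3), but at 183 ± 39.2 CPM in acetate anode biofilms at -0.07 V. It was lower at -0.07 V than in planktonic cells (log2 fold change -4.29, standard error 0.52, adjusted p = 0.000101 from edgeR) and than in fumarate biofilms (-5.05, standard error 0.53, adjusted p = 0.000202 from edgeR). omcZ was higher at -0.07 V than in fumarate biofilms (log2 fold change 2.27, standard error 0.45, adjusted p = 0.00918 from edgeR), at 17800.3 ± 2206 against 3741 ± 1088 CPM.
The iron uptake list gave 3 higher genes in fumarate biofilms against planktonic cells, feoB, GSU3269 and GSU3270, the last 2 annotated as ferrous iron transport protein A, and their level was high in fumarate biofilm replicate 15. GSU3269 was at 660.1 CPM in that library and at 8.27 and 16.8 CPM in replicates 13 and 19. GSU3271, a neighbouring porin gene, was at 10687 CPM in replicate 15 and at 55.1 and 373 CPM in the others. cysD was at 23.0 ± 17.2 CPM in acetate and 23.7 ± 19.4 CPM in formate anode biofilms at -0.17 V, and at group means between 177 and 1142 CPM in the other groups. Acetate anode biofilm replicate 10 at -0.17 V correlated with the other libraries of its group at 0.818 and 0.858, below the 0.962 between those libraries. Fumarate biofilm replicate 13 correlated with replicates 15 and 19 at 0.908 and 0.902, below the 0.961 between them. Its mean correlation with planktonic libraries was 0.895, against 0.814 for replicate 15 and 0.815 for replicate 19.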
